A study of Mus musculus with 9 samples.

How the data were processed

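RNA sequencing was performed on long-term haematopoietic stem cells (LT-HSC), the rare bone marrow cells that can rebuild all blood lineages for the life of an animal. The cells came from bone marrow of C57BL/6 mice that had received a transplant, and each transplant was 1 library. Per the labels' protocols, LT-HSC were sorted again from the recipients straight into lysis buffer, RNA was isolated with a column kit for small samples, and polyA RNA libraries were made by the standard Illumina procedure. The sequencer, aligner, counting program, genome build, gene annotation release, strandedness and treatment of reads with several matches were not stated by the labels or the file header. No coordinates were therefore given, and genes were named by identifier and symbol.

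The 9 libraries were grouped by the transplant condition in their titles. A condition was written as 3 letters, read as Y for young and M for middle-aged. Each title also gives the condition in a second code with O in place of M, and the count columns carry only that code. The M form was used here because the series title speaks of young and middle age. The letters were read as the donor LT-HSC, the co-transplanted support cells and the recipient, following the order in which the series title lists these components; the labels did not spell the order out. YYY had 2 libraries (transplants 65 and 67), MMY had 3 (transplants 94, 95 and 98) and MMM had 4 (transplants 35, 38, 41 and 43). The labels gave neither sex nor a sequencing batch. The library numbers in the count columns run in blocks by condition. A batch following them could therefore not be told apart from the condition in any comparison. Transplant numbers were not shared between conditions, so libraries were not paired.

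The authors deposited 1 table of raw counts per Ensembl gene, with 1 column of whole-number counts per library and no pooling, per the file header. The table held 38924 gene identifiers. A symbol was found for 37607 of them in the gene name table used here, and the other 1317 identifiers held 1.09% of the counts. Biotypes, transcript lengths and gene overlaps were taken from GENCODE mouse release M21, which is not known to be the authors' annotation; 98.3% of the tested genes had a length there.

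Total counts ran from 4687052 in MMM 38 to 6693572 in MMM 41. At these totals, 3 counts, taken as the smallest detectable level, were 6.40e-05% and 4.48e-05% of a library. For the share of 1 library, 95% Wilson intervals were computed. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. All 36 pairs of libraries were compared by a chi-square statistic over genes to look for a library deposited in duplicate.

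Counts were tested as deposited in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16 (robust dispersion, TMM normalization). Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 14517 genes. The 9 libraries were fitted together with a mean per condition, so that the conditions shared the estimate of spread. The 3 contrasts were MMM against YYY, MMM against MMY and MMY against YYY, and a fold change is the first condition over the second. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. The standard error (SE) of a log2 fold change was its size divided by the square root of F. CPM, the counts scaled to a common library size, were computed here from the deposited counts of the tested genes with the TMM factors, and log2 CPM used a prior count of 2.

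Gene lists were written before the data were examined: 50 genes widely reported as higher in LT-HSC of old mice, 30 genes marking lymphoid-primed progenitors and 42 genes marking the S and G2/M phases. Each list was tested in each contrast with camera in limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM, and the 9 list tests were adjusted together. A library's list score was the mean log2 CPM of the tested list genes. Separation of the conditions was tested by a pseudo-F on squared distances over the 2000 most variable genes, with a one-sided exact permutation over all 1260 assignments of the libraries. Marker lists for granulocytes, erythroid cells, B and plasma cells, T and NK cells, stroma, LT-HSC and sex were also written beforehand. The genes named individually were set by a rule: up to 4 highest and 4 lowest genes passing the adjusted threshold without overlap between conditions, or, where no gene passed, the 3 genes with the smallest p-values, stated not to pass.

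The procedures were tested on simulated negative binomial counts with the means, dispersions and totals of the real libraries and 200 genes changed in MMM. With no changed gene, edgeR called 0 of 13946 genes in each contrast. A 4-fold change was recovered for 25% of changed genes in MMM against YYY and 34% in MMM against MMY, among 13973 tested genes. For a 16-fold change these shares were 61.5% and 69% among 13949 genes. In the simulation without change, DESeq2 called 5, 5 and 13 genes in the 3 contrasts. At 4-fold, 33 of its 118 calls in MMM against YYY and 46 of its 143 calls in MMM against MMY were false. A lymphoid list raised 2-fold in the simulated MMM libraries was called by camera with a median log2 fold change of 1.04. An unchanged lymphoid list was not called, although its median in simulated MMM over MMY was 0.23.

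Alternatives were DESeq2 1.42.0, limma-voom with sample quality weights, RLE normalization, TMM without genes holding over 1% of a library's counts, no low-count filter, a mean of at least 50 counts, a non-robust dispersion, fits of only the 2 conditions compared, counts thinned to the smallest library, the fry list test, other distances and gene numbers for the separation test, and leaving out each library in turn. The granulocyte marker score as a covariate and camera with an estimated inter-gene correlation, which tests on the residual degrees of freedom, were added after the data had been seen. In simulations the separation test was run without change and with a 16-fold change (exact permutation p 0.477 and 0.00556), and smaller changes were not simulated for it. No call was made where YYY would have kept 1 library.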

Results

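Transcript levels were measured in LT-HSC sorted again from transplanted mice, in which the age of the donor LT-HSC, of the co-transplanted support cells and of the recipient had been varied. Of the 9 libraries, 2 came from transplants in which all 3 components were young (YYY). In 3 libraries middle-aged LT-HSC and middle-aged support cells had been given to young recipients (MMY), and in 4 all components were middle-aged (MMM). A condition with middle-aged LT-HSC and recipients but young support cells was not part of the dataset.

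Sequencing depth was similar between conditions. The total count was 5492483 ± 96619 in YYY (SD, n = 2), 5174374 ± 507413 in MMY (SD, n = 3) and 5493491 ± 871713 in MMM (SD, n = 4). Single libraries ranged from 4687052 counts in MMM 38 to 6693572 in MMM 41, a 1.43-fold range. No count was recorded in any library for 18493 of the 38924 gene identifiers. Mitochondrial ribosomal RNA took 22.6% ± 2.11 of the counts (SD, n = 9). Its share was lowest in MMM 43, at 19.2% (95% Wilson interval 19.20 to 19.27), and highest in MMM 41, at 24.9% (95% Wilson interval 24.86 to 24.93). The single gene Gm42418 took a further 3.94% ± 1.003 (SD, n = 9), and protein-coding genes took 63.2% ± 1.19 (SD, n = 9).

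Replicate libraries resembled each other hardly more than they resembled libraries of other conditions. Across genes, which are not independent replicates, Pearson's r of log2 CPM averaged 0.836 over the 10 pairs within a condition, with a range of 0.820 to 0.867. It averaged 0.831 over the 26 pairs between conditions, with a range of 0.788 to 0.862. The chi-square statistic per degree of freedom lay between 19.8 and 45.1 in pairs within a condition, so no pair agreed within sampling noise and each library was counted once. The common biological coefficient of variation in the edgeR fit was 0.667.

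The first question was whether the transplant conditions separated at the level of the whole transcriptome. The first principal component held 21.1% of the variance and the second 13.95%. MMM 41 and MMM 43 lay at one end of the first component, while MMM 35 and MMM 38 lay beside MMY 98 and YYY 65. The pseudo-F for the 3 conditions was 1.13, and 145 of 1260 assignments of the libraries gave a value as large (one-sided exact permutation p of 0.115). Separation of the conditions was therefore not shown with these 9 libraries. Among the alternatives that kept all libraries, the permutation p ranged from 0.0865 to 0.132.

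**Figure D1:**
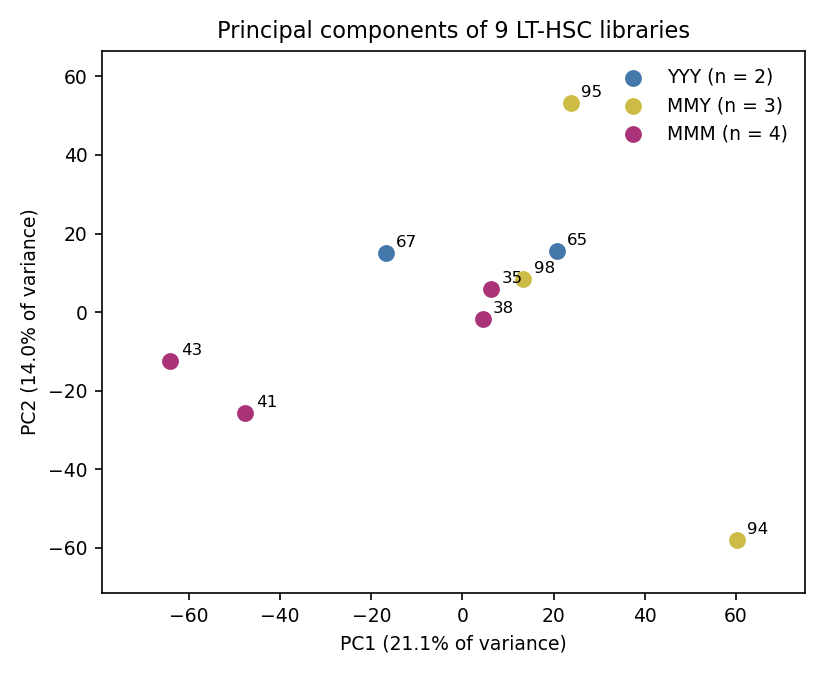
Scores of the 9 libraries on the first (21.1% of variance) and second (13.95% of variance) principal components of log2 CPM, each point 1 library with its transplant number and coloured by condition. The 4 MMM libraries are spread along the first component from -64.1 to 6.21, and the 3 MMY libraries lie between 13.3 and 60.1.

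The comparison of MMM with YYY asked how LT-HSC differed when every component of the transplant was middle-aged rather than young. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (0 of 14517), and the smallest adjusted p was 0.750. At an unadjusted p under 0.05 there were 729 genes, 386 higher and 343 lower in MMM, where chance alone would give 726. The alternative that moved this count most was DESeq2, with 24 genes.

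Of the 3 genes with the smallest p-values, none of which passed, Ccdc120 (ENSMUSG00000031150) had 0 to 2 counts in the MMM libraries and 17.1 ± 5.29 CPM in YYY (SD, n = 2). With MMM set at 3 counts in a library of mean total, its mean was 30.7-fold lower in MMM. Such a ratio of means leaves out the spread between libraries. Its log2 fold change was -6.71 (SE 1.16), with an adjusted p of 0.750 in edgeR. Ube2d1 (ENSMUSG00000019927) stood at 50.8 ± 17.1 CPM in MMM (SD, n = 4) and at 9.35 ± 0.236 CPM in YYY (SD, n = 2). Its log2 fold change was 2.44 (SE 0.48, edgeR adjusted p 0.951). Rps27rt (ENSMUSG00000050621) stood at 140 ± 25.2 CPM in MMM (SD, n = 4) and 52.03 ± 11.9 CPM in YYY (SD, n = 2), with a log2 fold change of 1.43 (SE 0.30, edgeR adjusted p 0.951). Rps27rt is a near-identical copy of Rps27 and overlaps Osbpl10 on the opposite strand, so its counts are uncertain where reads could be shared.

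The comparison of MMM with MMY asked about the age of the recipient, the component that differed between them. Again 0 of 14517 genes passed, with a smallest edgeR adjusted p of 0.590. At an unadjusted p under 0.05 there were 1068 genes, against 726 by chance; 595 were higher and 473 lower in MMM. With the same gene filter and all libraries, the number ranged from 700 with the granulocyte marker score as a covariate to 1311 in DESeq2. It was 794 when only these 2 conditions were fitted, 798 with limma-voom, 1068 with RLE normalization and 1050 after thinning. DESeq2 called 54 genes.

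Atp8b4 (ENSMUSG00000060131) had the smallest p and did not pass. It had 0 to 2 counts in MMY and 14 to 334 counts in MMM, where it reached 24.4 ± 24.8 CPM (SD, n = 4). With MMY set at 3 counts in the same way, its mean was 43.7-fold higher in MMM than in MMY. Its log2 fold change was 6.77 (SE 1.26, edgeR adjusted p 0.590). In YYY, also with young recipients, it had 32 to 45 counts. These were 8.24 CPM in YYY 65 and 5.65 CPM in YYY 67, inside the MMM range of 2.71 to 57.8 CPM. For this gene MMY, rather than MMM, thus stood apart. Without a low-count filter its edgeR adjusted p was 0.0344, and over the alternatives with all libraries the adjusted p ran from 4.85e-05 in DESeq2 to 0.895. Tjp1 (ENSMUSG00000030516) was at 36.6 ± 5.54 CPM in MMM (SD, n = 4) and 111 ± 44.4 CPM in MMY (SD, n = 3). Its log2 fold change was -1.60 (SE 0.31, edgeR adjusted p 0.590), and it overlaps Gm44792 and Gm44794 on its own strand and Gm44795 on the other. Ccdc120 was at 8.16 ± 5.28 CPM in MMY (SD, n = 3). With MMM set at 3 counts, its mean was 14.6-fold lower in MMM. Its log2 fold change was -5.64 (SE 1.099, edgeR adjusted p 0.590).

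The comparison of MMY with YYY asked about the age of the donor LT-HSC and support cells in a young recipient. It gave 0 passing genes of 14517 and a smallest edgeR adjusted p of 0.803. At an unadjusted p under 0.05 there were 861 genes, against 726 by chance, of which 405 were higher and 456 lower in MMY. The number was 618 when only these 2 conditions were fitted, 777 with limma-voom and 1108 in DESeq2. DESeq2 called 30 genes. Rpl39 (ENSMUSG00000079641), which contains Snora69, was at 257 ± 9.93 CPM in MMY (SD, n = 3) and 106 ± 22.5 CPM in YYY (SD, n = 2). Its log2 fold change was 1.28 (SE 0.25, edgeR adjusted p 0.803). Ube2d1 was at 49.9 ± 14.9 CPM in MMY (SD, n = 3), with a log2 fold change of 2.41 over YYY (SE 0.49, edgeR adjusted p 0.803). Rpl17-ps10 (ENSMUSG00000081895), a processed pseudogene that could share reads with Rpl17, had 0 counts in the MMY libraries and 35 to 150 counts in YYY. With MMY set at 3 counts, its mean was 29.5-fold lower in MMY, but YYY 65 had 6.41 CPM and YYY 67 had 26.5 CPM. Its log2 fold change was -9.47 (SE 1.86, edgeR adjusted p 0.803). The CPM ranges of the conditions compared did not overlap for any of these genes, which were selected by p-value.

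**Figure D2:**
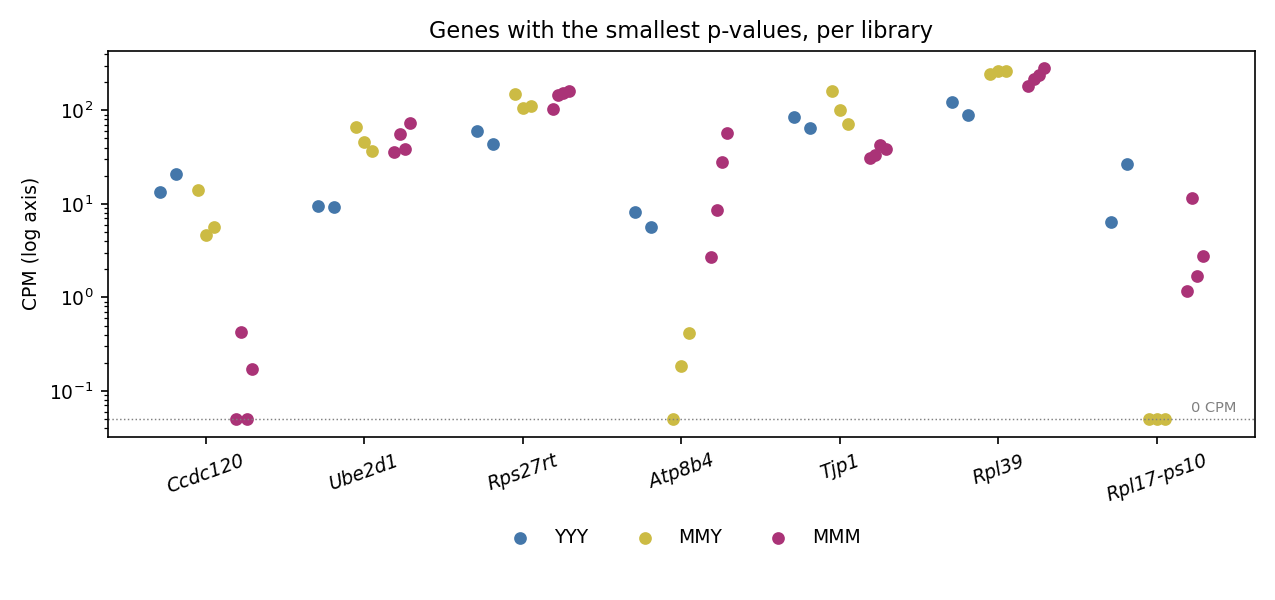
CPM of the 7 genes with the smallest p-values in the 3 comparisons, on a log axis, each point 1 library and coloured by condition; libraries without counts are drawn on the dotted line. Ube2d1 lies between 36.03 and 72.5 CPM in the MMY and MMM libraries and between 9.19 and 9.52 CPM in YYY, yet no gene shown passed the adjusted threshold.

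The gene lists addressed whether transcripts tied to LT-HSC ageing, lymphoid priming or proliferation shifted together. Of the ageing list, 44 genes were tested. Their median log2 fold change was 0.14 in MMM over YYY, with 26 genes higher (camera p 0.104, 0.288 after Benjamini-Hochberg adjustment over 9 limma list tests). In MMY over YYY it was 0.24, with 29 genes higher (limma camera adjusted p 0.0761), and in MMM over MMY it was -0.07 (limma camera adjusted p 0.480). The ageing score was 4.41 ± 0.37 in YYY (SD, n = 2), 4.74 ± 0.21 in MMY (SD, n = 3) and 4.72 ± 0.05 in MMM (SD, n = 4). In MMM against YYY, 11 of the 44 list genes had an unadjusted p under 0.05, where chance alone would give a share of 0.05. This was the largest such count in the 9 list tests, and the count itself was not tested. The smallest p belonged to Clca3a1, with a log2 fold change of 1.18 (SE 0.29), an edgeR adjusted p of 0.0522 over the list alone and 0.951 over all genes.

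The lymphoid priming list was the 1 list that passed in a comparison. Its 24 tested genes had a median log2 fold change of 0.23 in MMM over MMY, with 18 genes higher (camera p 0.00309, limma camera adjusted p 0.0278). A median of 0.23 was also reached by the unchanged list in the simulation, which camera did not call. The score was 4.99 ± 0.27 in MMM (SD, n = 4) and 4.30 ± 0.37 in MMY (SD, n = 3), without overlap between the libraries. With the granulocyte marker score as a covariate the median was 0.25 and the limma camera adjusted p 0.184. With an estimated inter-gene correlation the limma camera adjusted p was 0.173. That correlation, 0.00299, was below the fixed 0.01, so the larger p came from testing on the residual degrees of freedom. The score of YYY was 4.77 ± 0.14 (SD, n = 2), within the range of the MMM libraries and above the 3 MMY libraries, and the medians of 0.26 in MMM over YYY and -0.12 in MMY over YYY both had a limma camera adjusted p of 0.288. Over the 42 cell cycle genes the median was -0.08 in MMM over YYY and -0.01 in MMY over YYY, each with a limma camera adjusted p of 0.288, and -0.11 in MMM over MMY, with 0.985. The cell cycle score was 5.58 ± 0.09 in YYY (SD, n = 2), 5.44 ± 0.45 in MMY (SD, n = 3) and 5.48 ± 0.13 in MMM (SD, n = 4). In the 3 lists and 3 comparisons, 0 genes passed an edgeR adjusted p of 0.05, whether adjusted over the list or over all genes. Between 2 and 11 genes per list and comparison had an unadjusted p under 0.05.

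**Figure D3:**
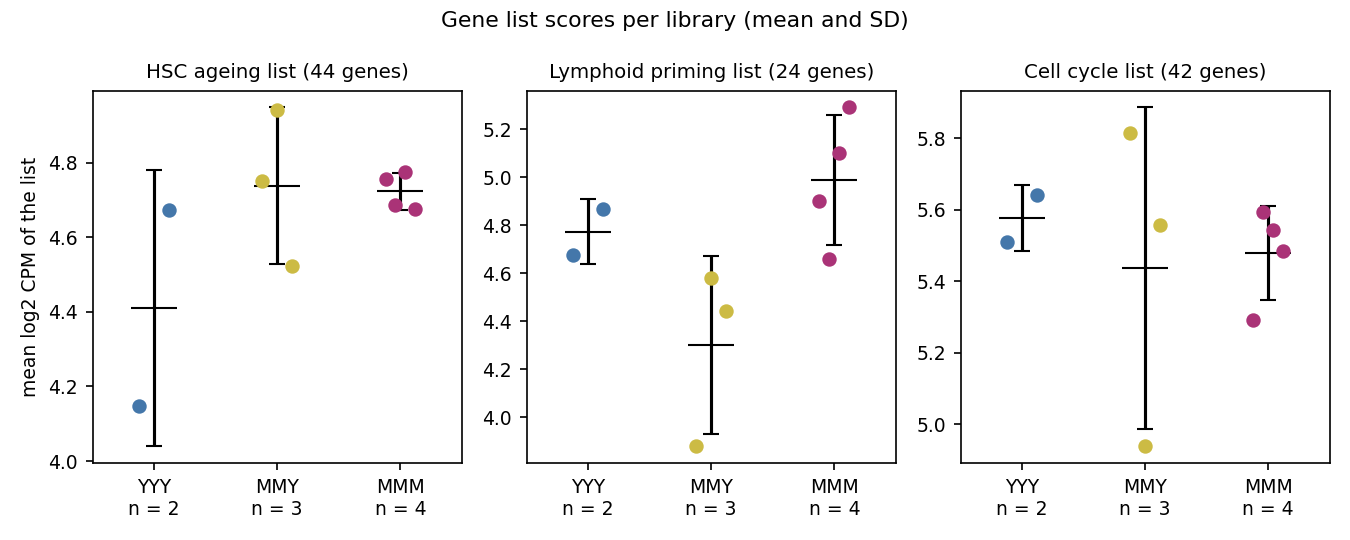
Mean log2 CPM of the ageing (44 genes), lymphoid priming (24 genes) and cell cycle (42 genes) lists, each point 1 library, with horizontal bars for the mean of each condition and error bars for 1 SD. The 4 MMM libraries score 4.66 to 5.29 on the lymphoid list, above the 3 MMY libraries at 3.88 to 4.58.

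Lists of marker genes described the content of the libraries. Summed granulocyte markers ran from 7.73 CPM, taken here over the library total without TMM scaling, in YYY 65 to 2523 CPM in MMM 43, with large differences within conditions. YYY 67 had 701 CPM and MMM 38 had 91.3 CPM. The score of 12 LT-HSC markers was 6.47 ± 0.36 in YYY (SD, n = 2), 6.29 ± 0.22 in MMY (SD, n = 3) and 5.73 ± 0.15 in MMM (SD, n = 4). MMM lay below the other 5 libraries (two-sided exact permutation p 0.0159), and the smallest adjusted p over 39 such permutation tests was 0.206. With so few libraries, hardly any outcome could have passed that adjustment.

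**Figure D4:**
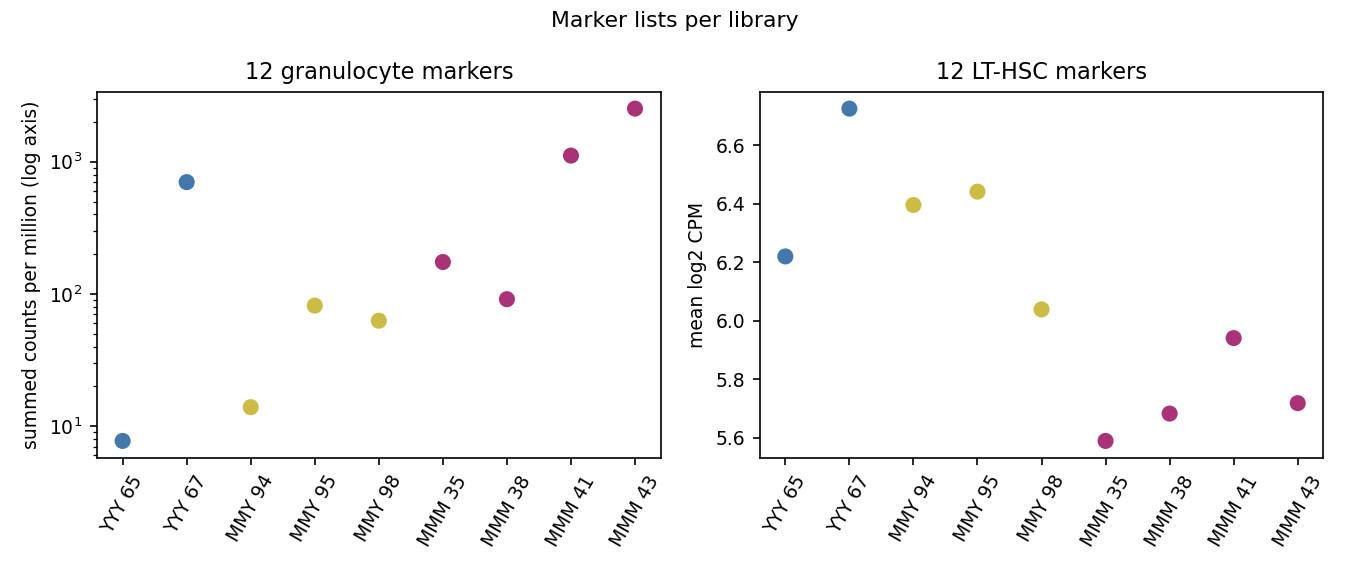
Left, summed CPM of 12 granulocyte markers in each library, on a log axis; right, mean log2 CPM of 12 LT-HSC markers in each library. Granulocyte markers range from 7.73 CPM in YYY 65 to 2523 CPM in MMM 43, and the LT-HSC score is 5.59 to 5.94 in the MMM libraries and 6.04 to 6.72 in the other 5.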

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

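The test of shared reads in this part was chosen after the result had been seen. Within MMM, 24 values were examined for a library far from the others, and 1 exceeded Dixon's critical ratio for 4 libraries; chance alone would give 1.2. Rpl17-ps10 reached 11.6 CPM in MMM 38, while the nearest of the other MMM libraries had 2.77 CPM, a gap of 0.847 of the range. This gene is a processed pseudogene of Rpl17, so reads shared with the parent are a possible explanation. The summed CPM of both genes gave a gap of 0.781 of the range, under the critical ratio. The parent dominates that sum, so the test could hardly have come out otherwise and sharing cannot be told apart from a difference in the pseudogene. As MMM 38 belongs to the same condition as the other libraries, no biological explanation was tested.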

How the results depend on the processing

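The granulocyte marker covariate and the estimated inter-gene correlation were chosen after the data had been seen; the other alternatives were fixed beforehand. The count of differing genes depended on the tool. edgeR gave 0 genes in the 3 comparisons (729, 1068 and 861 at an unadjusted p under 0.05), while DESeq2 gave 24 genes in MMM against YYY (20 higher), 54 in MMM against MMY (38 higher) and 30 in MMY against YYY (22 higher). In the simulation without any change DESeq2 called 5, 5 and 13 genes. Of the 108 DESeq2 calls, 102 had an unadjusted edgeR p under 0.05. Without a low-count filter edgeR gave 1 gene in MMM against MMY, Atp8b4 (edgeR adjusted p 0.0344; from 4.85e-05 to 0.895 over the alternatives with all libraries). Over the fits that each left out one library, that comparison gave from 0 to 1 gene; the gene was Ahnak, called without MMM 35 (edgeR adjusted p 0.0400). Ahnak was named after its values had been seen, and the cause of either call was not tested. The 9 named genes and comparisons kept their direction under the alternatives run for them, and their adjusted p passed in DESeq2, and for Atp8b4 also without the filter. The granulocyte covariate was not run for named genes, and Ccdc120 and Rpl17-ps10 had no value with a mean of at least 50 counts.

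The lymphoid list in MMM over MMY kept its direction. It no longer passed with a mean of at least 50 counts (median log2 fold change 0.25, limma camera adjusted p 0.178) or with the granulocyte covariate (0.25, adjusted p 0.184). Nor did it pass with an estimated inter-gene correlation of 0.00299, tested on the residual degrees of freedom (median 0.23, limma camera adjusted p 0.173). The adjusted p ranged from 0.00385 to 0.184 over 9 alternatives with all libraries, 6 of 9 passing. Lymphoid cell marker covariates were also chosen after the data had been seen. T and NK cell markers gave a limma camera adjusted p of 0.221, which did not pass. B and plasma cell markers, without genes shared with the list such as Ighm, gave a limma camera adjusted p of 0.0463. Leaving out one library gave medians from 0.21 to 0.34, with 5 of 7 fits passing; it failed without MMY 94 (adjusted p 0.172) and without MMM 41 (adjusted p 0.0657).

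Other lists depended on single libraries. Over the fits that each left out 1 library, the ageing list ran from -0.16 to 0.042 in MMM over MMY. It ran from 0.014 to 0.27 in MMM over YYY, where the cell cycle list ran from -0.16 to -0.041. In MMY over YYY the ageing list ran from 0.15 to 0.60. It passed there without MMY 98 (limma camera adjusted p 0.0245, with 0.0245 to 0.173 over these fits). The cell cycle list ran from -0.30 to 0.15 in MMM over MMY and from -0.21 to 0.080 in MMY over YYY, where it passed without MMY 94 (limma camera adjusted p 0.0415; from 0.0415 to 0.569). In the latter comparison the lymphoid list ran from -0.23 to 0.074, and the granulocyte covariate turned the cell cycle median from -0.01 to 0.0036. Larger shifts with this covariate were in the ageing median, from -0.07 to -0.33 in MMM over MMY and from 0.24 to 0.40 in MMY over YYY. The lymphoid median in MMM over YYY moved from 0.26 to 0.11. The causes were not tested. The separation of the conditions stayed above 0.05 (exact permutation p from 0.0865 to 0.132, and from 0.1 to 0.264 with one library left out).

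With 2 to 4 libraries per condition, edgeR recovered 25% of genes changed 4-fold in simulated MMM against YYY and 34% in MMM against MMY. DESeq2 recovered 42.5% and 48.5%. Most changes of that size would thus have been missed in these comparisons. With 200 genes changed 4-fold, edgeR still made 52 and 69 calls there, so that many such changes would hardly have left 0 calls. No gene was changed in simulated MMY against YYY, so recovery was not measured for that comparison. No paired analysis was possible because the transplant numbers are not shared between conditions.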

Other observations

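Apart from the divisions of the MMM and MMY libraries, the tests in this part were chosen only after the pattern they address had been seen. For the granulocyte covariate on the number of genes, the condition and depth of granulocyte markers, and the splits for the ribosomal and LT-HSC scores, the outcome was known as well.

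For MMM against MMY, the 7 libraries were also divided in all 35 possible ways into 4 and 3. With 0 edgeR calls in the real division (1068 genes at an unadjusted p under 0.05), all 35 of 35 splits necessarily gave as many; 2 splits gave any call and none more than 1. The 1068 genes were matched by 1 of 35 splits, the real one, and the other splits gave 677 to 974. The 54 DESeq2 calls were also matched by 1 of 35, although other splits gave up to 46 calls with a median of 12. These splits kept YYY in the fit, and they cannot part the condition from a batch that follows it. The excess at an unadjusted p may follow from granulocyte transcripts. The fit with the granulocyte score as a covariate gave 700 genes, close to the 726 given by chance. It also shrank without that covariate, to 794 genes when only the 2 conditions were fitted and to 798 with limma-voom, so it cannot be tied to granulocyte transcripts alone. It stayed at 1068 with RLE normalization and 1050 after thinning, and DESeq2 gave 1311.

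DESeq2 called genes where edgeR called none. One candidate explanation was genes with hardly a read in one condition, but this held for 29.6% of the 108 calls. The simulations without change, in which DESeq2 made 5, 5 and 13 calls, cover part of the numbers seen.

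For the lymphoid priming list in MMM against MMY, 1 of 35 splits, the real one, gave as small a camera p. For the ageing list 13 of 35 splits did, and for the cell cycle list 34 of 35. Camera p-values should be read against these splits, since arbitrary splits gave values down to 1.56e-05 for the cell cycle list. RNA of mature cells was tested as a source of the lymphoid signal, with marker scores as covariates. The camera p was 0.0410 with granulocyte markers, 0.00514 with B and plasma cell markers and 0.0490 with T and NK cell markers, from 0.00309 without a covariate. Ighm belongs to both the lymphoid list and the B and plasma cell markers. Genes shared with the list were therefore left out of that covariate, which used 6 genes. Adjusted over the 9 list tests, the limma camera p was 0.184 with granulocyte markers, 0.221 with T and NK cell markers and 0.0463 with B and plasma cell markers, so only the last passed. The T and NK covariate used 5 genes. Of these markers, Cd3g and Trbc1 had 0 counts in every library and Cd3d 5 to 31, while Nkg7 had 13 to 239. With so few counts this covariate is a weak test of mature T cell RNA. Which condition stands apart depends on the measure. By the mean score, YYY, also with young recipients, had 4.68 and 4.87, inside the MMM range of 4.66 to 5.29 and above MMY at 3.88 to 4.58. The exact permutation p was 0.0119 for MMY against the rest and 0.0476 for MMM against the rest. By the median gene, MMM was higher than both, with log2 fold changes of 0.26 over YYY and 0.23 over MMY, while MMY over YYY was -0.12. The median over YYY ran from 0.14 to 0.39 when 1 library was left out, and was 0.11 with the granulocyte covariate. These measures do not settle whether the recipient's age plays a part, and RNA of other cells could not be ruled out. Nor could a batch following the library numbers, which run in blocks by condition.

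Of 9863 genes with over 100 counts in some library, 391 (3.96%) had 0 counts in another. Poisson read sampling at the same means and depths gave 0 such genes on average over 100 draws. Genes picked for both extremes have means at which such draws could hardly give any, so this does not settle the cause. For 176 of the genes the zeros fell in more than one condition, and for 4 they filled exactly one condition. Loss of transcripts before sequencing, from few sorted cells, was not tested.

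Fewer genes were detected in MMY, at 15236 ± 217 (SD, n = 3), than in YYY, at 16102 ± 172 (SD, n = 2), or MMM, at 15952 ± 63.7 (SD, n = 4). The exact permutation p was 0.0119 for MMY against the other 6 libraries. It was 0.0119 after thinning to 4687052 counts and 0.0238 after regression on the granulocyte score, so neither depth nor granulocyte RNA accounts for it fully. The number of cells sorted per library, which may also set how many genes are seen, was not tested. A batch following the library numbers could not be told apart from the condition here either.

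Summed granulocyte markers had a 326-fold range in CPM, against 1.43-fold for the totals, so depth does not explain them. For the mean log2 score of these markers, a difference of MMM from the other 5 libraries was not shown (exact permutation p 0.119). The highest summed values, 2523 CPM in MMM 43 and 1113 CPM in MMM 41, stood beside 174 and 91.3 CPM in the other MMM libraries. The MMY libraries had 13.9, 81.7 and 62.8 CPM, all below the 4 MMM libraries. Between MMM and MMY the exact permutation p was 0.0571 for the log2 of the summed CPM and 0.114 for the mean log2 score, whose ranges overlap. The score used as a covariate is thus partly bound to the condition in that comparison, and correcting for it can also remove an effect of the condition. Whether the condition plays a part cannot be told. Carry-over of granulocytes or their RNA in some sorts is a candidate source. The markers did not move together, as Mpo held 2152 of the 3804 marker counts in YYY 67 and 306 of 7452 in MMM 41. A single source thus need not account for every library.

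The 75 ribosomal protein genes were lower in YYY. The score was 6.27 ± 0.09 in YYY (SD, n = 2), 6.63 ± 0.15 in MMY (SD, n = 3) and 6.76 ± 0.17 in MMM (SD, n = 4), and 1 of 36 splits into 7 and 2, the real one, gave as large a difference. That is the smallest share this design can give. Their median log2 fold change of 0.46 for the other libraries over YYY was at percentile 100 of 10000 random sets matched on length and expression, whose median was 0.16. Under the other scalings the score difference stayed between 0.41 and 0.44. With pseudogene counts added the exact permutation p was 0.0278, its smallest possible value as before, and the difference moved from 0.43 to 0.40. For the other 7 libraries against YYY, the camera p at the fixed inter-gene correlation of 0.01 was 9.13e-13, and 3.34e-11 with the granulocyte covariate. The estimated correlation was 0.201, and with it camera gave p-values of 0.0496 without and 0.0588 with the covariate. The small values thus rest on the fixed correlation. With an estimated correlation the camera p was 0.0487 in MMM against YYY and 0.138 in MMY against YYY. The granulocyte scores of YYY 65 and YYY 67 lay far apart, at -0.47 and 4.27. Their ribosomal scores, 6.20 and 6.34, were nevertheless the lowest, while MMY 94, with a granulocyte score of -0.56, had 6.77. These values argue against granulocyte transcripts as the source of the low YYY scores, although MMM 43 was highest in both scores. Higher ribosomal protein transcripts with middle-aged donors may be considered as a hypothesis, but it rests on 2 YYY libraries. A library batch, which the labels do not give, was not tested. The library numbers in the count columns run in blocks by condition, so a batch following them could not be told apart from the condition. At an unadjusted p under 0.05 were 24 of the genes in MMM against YYY and 14 in MMY against YYY, and 0 passed edgeR's adjusted threshold.

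The 12 LT-HSC markers were lower in MMM, by 0.63 in mean log2 CPM against the other 5 libraries, and by 0.60 to 0.63 under the other scalings. Of 126 splits, 2 gave as large a difference. The exact permutation p was 0.0317 after regression on the granulocyte score, at most 0.0238 when any 1 gene was left out, and 0.0159 for the summed CPM, which the highest genes dominate. In MMM against MMY, 12 of 12 genes were lower, and in MMM against YYY 11 of 12; in MMY against YYY 6 of 12 were. The camera p was 0.000536 in MMM against MMY and 0.000561 in MMM against YYY. With an estimated correlation the camera p was 0.0107 and 0.0109. That correlation, -0.0374, was below the fixed 0.01, so these larger values came from testing on the residual degrees of freedom. Fewer or less pure LT-HSC in the sorts from middle-aged recipients, or lower marker transcripts per cell, may be considered, and these data could not part them.

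These score differences belong to a family of 39 exact permutation tests, each of 13 measures with each condition against the rest. Of these, 5 had an unadjusted p under 0.05, and the smallest Benjamini-Hochberg adjusted permutation p was 0.206, so none passed. This failure says little, because the 36, 84 or 126 splits cannot give a p small enough to pass unless many tests reach it together. The score differences are leads that these libraries can neither establish nor rule out.

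Mki67, singled out after its values were seen, was at 1063 ± 234 CPM (SD, n = 9), ranked 35 among the 14517 tested genes. Kit was at 641 ± 59.7 CPM (SD, n = 9). CPM are not scaled to transcript length, so these values do not compare transcript numbers between the genes. Other cell cycle genes were lower than Mki67. Top2a was at 431 ± 129 CPM (SD, n = 9, rank 147). Cdk1 was at 21.7 ± 12.1 CPM (SD, n = 9, rank 6293) and Aurka at 8.72 ± 5.16 CPM (SD, n = 9, rank 9378). The level of Mki67 alone therefore does not show that the cells were cycling. Xist was at 7393 to 12209 CPM in every library, taken over the library total without TMM scaling. Ddx3y and Eif2s3y had at most 1 count and Kdm5d 0 counts, while Uty had 23 to 72 counts. The labels give no sex.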
